A study of Homo sapiens with 8 samples. Its data were reported in "Inhibition of the miR-155 target NIAM phenocopies the growth promoting effect of miR-155 in B-cell lymphoma" (2015).

How the data were processed

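Total RNA and Ago2-IP RNA of KM-H2 cells transduced with an empty vector or a miR-155 sponge had been hybridized to 2-color Agilent 44k human whole genome arrays. Samples were grouped by the labels into EV total, EV Ago2-IP, miR-155-sp total and miR-155-sp Ago2-IP. Replicate 1 of each group is its Cy3 labelling and replicate 2 its Cy5 labelling. Each array held the total RNA of one cell population in one dye and its IP RNA in the other, and the dyes were swapped on a second array. As both labellings come from 1 RNA, they were treated as 1 sample. There was thus 1 sample per group, and no p-value, SD over samples or model was computed.

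Per the file headers, the spot intensity values were made by the authors with Agilent Feature Extraction 10.7.3.1, which subtracted the background, removed spatial trends and normalized the dyes within each array. The scanner output of each array was deposited for both of its samples with identical content, and of each sample only the channel with its own RNA was used. The flags used were those for signals well above background, saturation and outlier spots. The authors also deposited log2 values, made per the study's methods by quantile normalization and filters on detection and on agreement between labellings. These log2 values were set against the scanner values and differed from the quantile-normalized values computed here by a median of 0.0006. They hold 16065 probes, of which 16057 were also retained here. Every one of these probes was within 2-fold between labellings in the deposited log2 values. Of these probes 99.8% were well above background in at least 6 of the 8 channels.

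The main processing followed the study's methods. Control spots and spots with an outlier flag (between 74 and 100 gene spots per channel) were left out, and no gene spot was saturated. Spots of one probe were averaged on the log2 scale, and a repeated probe counted as well above background if at least as many of its spots were so as were not, 264 probes having 10 spots each and 40736 a single spot. A probe whose spots were all outliers in any channel was dropped, which left 40981 of 41000 probes. The log2 processed signals were quantile-normalized over the 8 channels. Probes were kept if they were well above background in at least 4 channels (22538 probes) and if the Cy3 and Cy5 labellings of all 4 samples were within 2-fold. The second filter removed 4626 probes. Log2 signals of both labellings were averaged, and log2 IP/T is the IP value minus the total value. A ratio so made is relative to the distribution of all probes and gives no absolute amount of bound RNA. Probe signals near background compress or inflate ratios, and quantile normalization sets aside any overall difference between fractions. Where a probe was not well above background in either labelling of a sample, only a bound is given for its ratio.

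Probes were named through their RefSeq or Ensembl identifiers in a RefSeq gene table of assembly GRCh38.p14. Of the 41000 probes 23953 matched, and of the 17912 retained probes 12991 (72.5%), for 9469 genes. Other probes keep their probe name. The arrays were designed on hg18, so no coordinates are given. Different probes of a gene are reported separately.

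Counts of probes past a fixed ratio, and values with both dye orientations, are given in place of tests. A list of genes was described by the percentile of its median among 10000 random lists of the same size drawn from 20 bins of mean signal. The rule for the genes named and the alternatives were fixed before the data were examined. The genes named were all probes of DET1, TBRG1, TRIM32, HOMEZ, PSIP1, JARID2, MIR155HG and AGO2, the 5 named probes with the highest and the 5 with the lowest IP/T in EV cells among those well above background in all 8 channels, the 10 candidate probes with the largest fall and the 5 mirror probes with the largest rise, and in total RNA the 5 largest rises and falls among bright probes past 2-fold in both labellings. Other genes named were chosen after their values were seen, as stated where they appear.

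The alternatives were a common median in place of quantile normalization, normexp background correction (offset 50) with loess and Aquantile or with quantile normalization alone, the authors' deposited values, stricter or no detection filter, no or a 1.5-fold filter on agreement between labellings, arithmetic averaging, each labelling alone, each dye orientation alone, and the mean over all retained probes of a gene. Normexp was run on the median spot signals and the median local background with limma 3.58.1 in R 4.3.3. All other steps were run in Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3. Single labellings and single orientations were evaluated on the retained probes.

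The code for candidate probes and list percentiles was tested on simulated data for 40981 probes. Of 200 probes set to fall 4-fold in IP/T, 200 were recovered as candidate probes, and 24 other probes were called. The 200 probes were drawn from those above the median signal and started from a high IP/T. Noise was equal for all probes and no detection filter was applied. The recovery thus tests the code and does not show how well changes of dim probes are found. A list shifted by -0.3 on the log2 scale was placed at percentile 0.01, and of 200 unshifted lists 5 fell below the 2.5th and 3 above the 97.5th percentile. Sets of genes defined by miRNA binding sites and lists matched on the length of the 3′UTR were planned, but transcript sequences were not used here and these comparisons were not run. The other cell lines of the study were not analysed here.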

Results

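The data are gene expression microarrays of KM-H2, a cell line from Hodgkin lymphoma, a B-cell lymphoma. MiR-155, a miRNA abundant in these cells, guides the protein Argonaute 2 (Ago2) to mRNAs that carry a matching site. The cells had been transduced either with an empty vector (EV) or with a miR-155 sponge (miR-155-sp), a construct whose transcript carries binding sites that capture miR-155. From each cell population the total RNA (T) and the RNA pulled down with an antibody against Ago2 (Ago2-IP) were measured. There were thus 4 RNA samples, 1 per group, and each was labelled once with the dye Cy3 and once with the dye Cy5. The labels list these 2 labellings as replicates. They are technical labellings of 1 RNA, so each group is 1 sample, no test across samples was possible and no difference given here has a replicate check. The values of both dye orientations (IP in Cy5 with T in Cy3, and IP in Cy3 with T in Cy5) are given beside a mean to show the technical spread.

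The 8 channels came from 4 arrays on 1 slide. Each array held 43376 gene spots for 41000 probes. In the Cy3 channels between 58.9% and 61.9% of gene spots were well above background. In the Cy5 channels the share was lower, 42.6% (T) and 43.4% (IP) for the EV samples and 38.9% (T) and 38.8% (IP) for the miR-155-sp samples. The number of arrays limits the precision of all values. Of all probes, 17912 (43.7%) were well above background in at least 4 of the 8 channels and within 2-fold between the 2 labellings of each sample, and these were retained. Of the retained probes, 13432 were well above background in all 8 channels.

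The first comparison addresses which transcripts are bound by Ago2, taken as those with an IP/T ratio of at least 2. In EV cells 2645 probes (14.8% of the retained probes) reached an IP/T of 2, 1059 probes reached 4 and 386 probes reached 8. In miR-155-sp cells these numbers were 2801 (15.6%), 1131 and 422. An IP/T of 0.5 or less was found for 2310 probes in EV cells and for 2520 probes in miR-155-sp cells. Of the 2645 probes enriched in EV cells, 2398 (90.7%) were also enriched in miR-155-sp cells. The single dye orientations gave 2643 (IP in Cy5) and 2807 (IP in Cy3) enriched probes in EV cells, and 2788 and 2965 in miR-155-sp cells. The alternative that moved these counts most was background correction with normexp followed by loess and Aquantile normalization, which gave 1323 enriched probes in EV cells and 1208 in miR-155-sp cells. Across probes, which are not independent replicates, log2 IP/T of EV and miR-155-sp cells correlated at r = 0.957, and that of the 2 dye orientations at r = 0.894 in EV cells and r = 0.893 in miR-155-sp cells.

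Among probes well above background in all 8 channels, ZNF254 had the highest IP/T in EV cells (35.9, with 45.5 for IP in Cy5 and 28.3 for IP in Cy3). It was followed by BTG2 (35.6), ZNF430 (33.2), FAM222B (33.1) and BACH1 (33.0). In miR-155-sp cells the IP/T of these 5 genes lay between 29.4 (BACH1) and 39.9 (ZNF254). The lowest IP/T values in EV cells were those of OTUD7A (0.120), TRIM35 (0.121), NEUROG3 (0.129), NPBWR1 (0.134) and NEUROG1 (0.136). In miR-155-sp cells the same 5 genes had an IP/T between 0.162 (TRIM35) and 0.182 (NEUROG1).

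**Figure D1:**
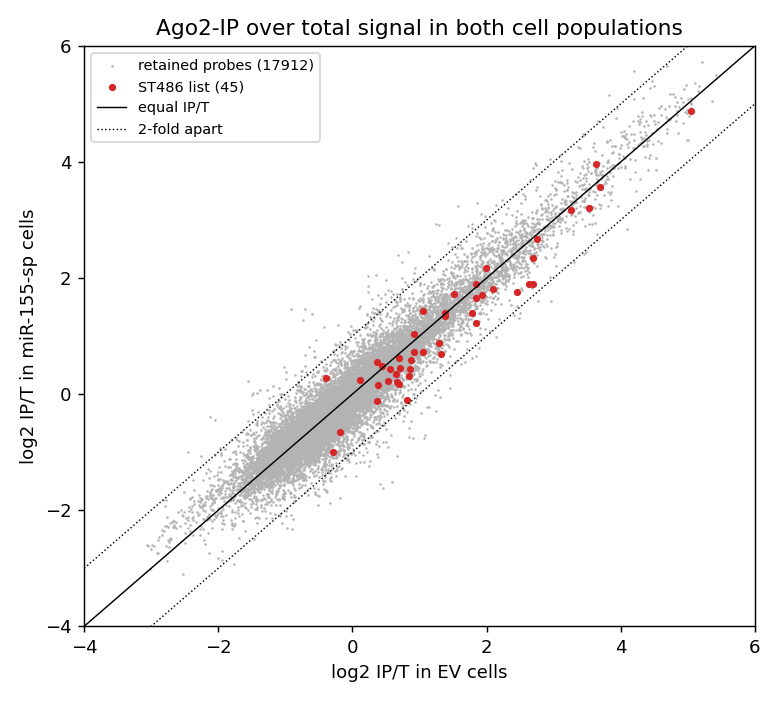
Log2 IP/T in EV cells (x axis) against log2 IP/T in miR-155-sp cells (y axis) for the 17912 retained probes (grey) and the 45 retained probes of the ST486 list (red); each point is the mean of both labellings of 1 sample per group. The solid line marks equal ratios and the dotted lines a 2-fold difference; 34 of the 45 red points lie below the solid line and none lies below the lower dotted line.

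The second comparison asks which Ago2-bound transcripts lose Ago2 when miR-155 is captured. Candidate probes had an IP/T of at least 2 in EV cells and an IP/T at least 2-fold lower in miR-155-sp cells. This criterion was met by 26 probes, 0.983% of the probes enriched in EV cells. The mirror criterion, an IP/T of at least 2 in miR-155-sp cells and at least 2-fold lower in EV cells, serves as its background and was met by 82 probes. The candidate probes thus did not exceed this background. Only 1 of the 26 candidate probes (OOEP, chosen after its values were seen) and 7 of the 82 mirror probes were well above background in all 8 channels. OOEP had an IP/T of 2.34 in EV cells and 0.994 in miR-155-sp cells. The median log2 signal was 6.20 for candidate probes, 6.66 for mirror probes and 9.35 for all retained probes. Of these, 6 candidate probes and 28 mirror probes met their criterion in both dye orientations taken singly. The same criterion applied between the 2 dye orientations of one cell population was met by 81 and 196 probes in EV cells and by 115 and 212 probes in miR-155-sp cells. These counts come from single arrays. Between single arrays of the 2 cell populations, candidate and mirror probes numbered 34 and 105 with IP in Cy5. With IP in Cy3 they numbered 87 and 213. The mean count was 151.0 within a cell population and 109.75 between cell populations. These means are not alike. The comparisons within a cell population set opposite dye orientations against each other and so hold dye bias, while those between share an orientation. Between cell populations with opposite orientations, probes lower in miR-155-sp cells numbered 76 and 221 and those lower in EV cells 240 and 326. The means thus do not show that technical noise exceeds the difference between cell populations. The counts of candidate and mirror probes fell furthest under normexp, which gave 0 candidate and 0 mirror probes. They were highest without the filter on agreement between labellings (170 and 268) and with the Cy5 labellings alone (145 and 292), while the Cy3 labellings alone gave 6 and 28.

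Of the candidate probes, the 10 with the largest fall of IP/T included 7 that matched a gene: SPRED2, LRRC20, PIBF1, GOLGA8A, STK35, ADGRB3 and RICTOR. Their log2 change of IP/T, miR-155-sp minus EV, ranged from -1.82 (SPRED2) to -1.24 (RICTOR). RICTOR was well above background in 6 channels and the other 6 genes in 4 channels. The log2 IP/T of RICTOR was 4.09 in EV cells and 2.85 in miR-155-sp cells. Its IP/T by orientation was 14.3 (IP in Cy5) and 20.3 (IP in Cy3) in EV cells, and 7.17 and 7.24 in miR-155-sp cells. In each cell population the total RNA of RICTOR was well above background in only 1 labelling, so these ratios are uncertain. Its log2 signal was 0.84 higher in the total RNA of miR-155-sp cells and changed by -0.40 in the IP fraction. For GOLGA8A the EV total RNA was not well above background in either labelling. Its IP/T in EV cells was therefore at least 2.86-fold, taking the lowest normalized signal of a probe well above background as the limit in each channel, and was not distinguishable from the 3.03 measured in miR-155-sp cells. Of the mirror probes, the 5 with the largest rise included 1 that matched a gene, CSPP1, with a log2 change of 2.01 and signals well above background in 4 channels.

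The third comparison concerns 6 genes that the study chose for further work from an experiment in another cell line, ST486, a Burkitt lymphoma line. These were DET1, TBRG1, TRIM32, HOMEZ, PSIP1 and JARID2, and 10 of their probes were retained. NIAM is the study's name for the protein-coding transcript of TBRG1. In EV cells 6 of the 10 probes, from 5 of the 6 genes, had an IP/T of at least 2. All 10 had a lower mean IP/T in miR-155-sp than in EV cells, and for 7 of them the fall was larger than the SD between the dye orientations. JARID2 (A_23_P214876) had an IP/T of 6.48 in EV cells (7.56 with IP in Cy5, 5.55 with IP in Cy3) and 3.75 in miR-155-sp cells (4.43 and 3.17), a log2 change of -0.79. DET1 (A_23_P26184) had an IP/T of 5.48 in EV cells (5.50 and 5.46) and 3.39 in miR-155-sp cells (3.57 and 3.22), a log2 change of -0.69. For both genes part of the change lay in the total RNA, whose log2 signal was 0.44 (JARID2) and 0.34 (DET1) higher in miR-155-sp cells.

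TBRG1 gave different values by probe. Probe A_23_P98463 had an IP/T of 6.21 in EV cells (5.12 and 7.52) and 3.73 in miR-155-sp cells (3.40 and 4.10), a log2 change of -0.73, and was well above background in 7 channels. Probe A_24_P21752 was not enriched, with an IP/T of 0.934 in EV cells and 0.863 in miR-155-sp cells. TRIM32 was below an IP/T of 2 on both probes. A_23_P112311 had an IP/T of 1.75 in EV cells (1.69 and 1.82) and 0.935 in miR-155-sp cells (0.733 and 1.19), a log2 change of -0.91. This change was -0.33 by the Cy3 labellings alone and -1.48 by the Cy5 labellings alone. The log2 IP/T of A_24_P29966 was 0.90 in EV cells and 0.56 in miR-155-sp cells. HOMEZ had an IP/T of 2.49 in EV cells (2.36 and 2.64) and 1.61 in miR-155-sp cells (1.23 and 2.10) on A_23_P76829. On A_24_P40594 its log2 IP/T was 0.58 in EV cells and 0.23 in miR-155-sp cells. The PSIP1 probes A_23_P256384 and A_24_P98371 differed little between the cell populations. Their log2 changes were -0.035 and -0.044, the 2 dye orientations went in opposite directions for both, and with a common median in place of quantile normalization both changes were positive (0.036 and 0.034). Under the alternatives between 8 and 10 retained probes of the 6 genes had a lower IP/T in miR-155-sp cells. Stricter filters retained fewer probes. Under both normexp alternatives the count was 10, although PSIP1 A_23_P256384 was higher there (0.0058 with loess and 0.11 without). That count therefore includes a probe not retained in the main processing. Under both, 3 probes reached an IP/T of 2 in EV cells.

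The transcript that miR-155 is processed from, MIR155HG, was depleted from the IP fraction, with an IP/T of 0.426 in EV cells and 0.491 in miR-155-sp cells. Its log2 change of 0.20 became -0.027 with the Cy3 labellings alone and 0.43 with the Cy5 labellings alone. AGO2 had an IP/T of 1.31 in EV cells (0.993 and 1.73) and 1.63 in miR-155-sp cells (1.19 and 2.23).

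**Figure D2:**
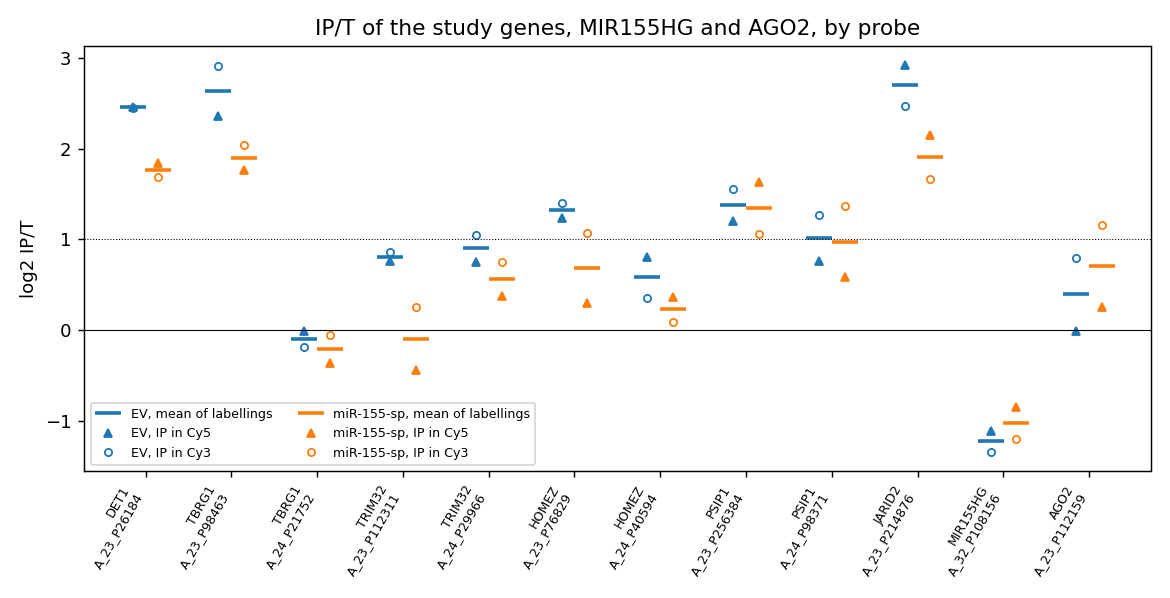
Log2 IP/T (y axis) of each retained probe of the 6 genes, MIR155HG and AGO2 (x axis) in EV cells (blue) and miR-155-sp cells (orange), with a bar for the mean of both labellings, a triangle for IP in Cy5 and a circle for IP in Cy3; the dotted line marks an IP/T of 2. The bars of DET1 fall from 2.45 to 1.76 and those of JARID2 from 2.70 to 1.91, while those of PSIP1 A_23_P256384 stay at 1.38 and 1.34.

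The fourth comparison took the genes whose Ago2 binding rose in ST486 cells upon miR-155 overexpression, each by a listed probe. This list was chosen in that other cell line and not on the present samples. Per the study, its members also had to reach an IP/T of at least 2 in ST486 cells with miR-155. A high IP/T of the list in EV cells may follow from that choice alone. All 54 probes were on the array and 45 were retained. In EV cells 24 of the 45 (53.3%) had an IP/T of at least 2, 11 lay between 1.5 and 2 and 10 lay below 1.5. The median log2 IP/T was 1.06 in EV cells, above all of 10000 random lists of 45 probes matched on mean signal, of which 95% had a median between -0.50 and 0.078. In miR-155-sp cells it was 0.89. The mean over the 45 probes of the ratio in miR-155-sp cells over that in EV cells was 0.875. The median log2 change of IP/T with the sponge was -0.27, which is 0.829 times the EV ratio. None of the 10000 random lists fell as far, and 95% of them had a median change between -0.078 and 0.085. The percentile of 0.01 is the smallest these lists can give, and it describes these 4 samples only. The IP/T was lower in miR-155-sp cells for 34 of the 45 probes, and for 32 it was lower in both dye orientations. Over all retained probes 30.3% were lower in both. By orientation the median change of the list was -0.28 both with IP in Cy5 and with IP in Cy3. Without the 6 genes above, 39 probes remained, with a median change of -0.22 and the same percentile. No list member met the criterion for a candidate probe. The signal of the IP fraction changed by a median of -0.31 and that of the total fraction by -0.021, the latter at the 27.5th percentile of the random lists. The setting that moved the change of IP/T most, a common median for all channels in place of quantile normalization, gave -0.17, again below all random lists.

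**Figure D3:**
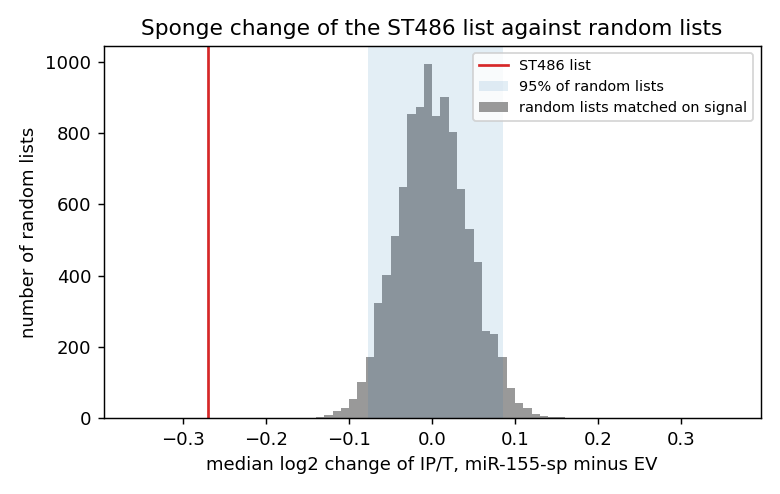
Number of random lists (y axis) by their median log2 change of IP/T, miR-155-sp minus EV (x axis), for 10000 lists of 45 retained probes matched on mean signal; the red line is the ST486 list and the blue band holds 95% of the random lists. The ST486 list lies at -0.27, outside the band from -0.078 to 0.085.

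The last comparison asks whether the sponge changed transcript levels, from the total RNA of both cell populations. Few probes differed by at least 2-fold in the mean and in both labellings, 4 with a higher and 6 with a lower signal in miR-155-sp cells. None of these 10 was well above background in all 8 channels, so no gene met the rule set for naming one. The median absolute log2 change over all retained probes was 0.14. The count depended on the labelling, with 8 higher and 16 lower probes by Cy3 alone against 194 and 273 by Cy5 alone. Across probes, the change by Cy3 and the change by Cy5 correlated at r = 0.411.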

Values the study reported

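The study reported that between 12.5% and 17.7% of the consistently expressed probes were enriched in the Ago2-IP fraction over its 3 cell lines. In KM-H2 cells it reported 19 probes, 0.5% of all IP probes, with an enrichment in EV cells that was at least 2-fold lower with the sponge. Of the genes it identified in ST486 cells, the study reported that 25 of 43 (58%) were enriched in EV-transduced KM-H2 cells, that 10 were mildly enriched, 8 were not enriched and 11 were not expressed. For TRIM32 it reported an IP/T ratio of 1.75 in KM-H2 cells. Enrichment was reported to be mildly lower with the sponge for 5 of 6 selected genes in KM-H2 cells. Over the genes identified in ST486 cells, the study likewise reported a mild average fall of enrichment with the sponge. The rank of the gene set with the miR-155 binding motif was reported as 25 in EV cells and 24 with the sponge.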

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

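For the spike-in spots, the tests of the dye orientations and of the evenness over spike-ins were chosen after the result was seen, and so were both tests of the probes with opposite directions, of signals near background and of the crossed split, with the excess that was taken as decisive.

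A signal appeared in spots outside the main measurement. The arrays carry control spots for 10 spike-in RNAs, 32 spots each, which are added during labelling and match no human gene. Averaged over both dye orientations, their median log2 IP/T was 0.14 in EV cells and 1.56 in miR-155-sp cells. The difference taken for each spike-in had a median of 1.57 (2.96-fold) and lay between 1.22 and 1.68. All 10 spike-ins were higher in miR-155-sp cells in both orientations, where the single differences lay between 1.12 and 1.75. The median log2 IP/T of the retained genes before quantile normalization was -0.18 in EV cells and -0.19 in miR-155-sp cells. Relative to the genes, the spike-ins were 1.63 higher in the miR-155-sp IP sample than in the EV IP sample, and 0.28 higher in the miR-155-sp total than in the EV total. A pipetting error in one labelling reaction would show in 1 orientation only, but the smaller of the 2 orientations' offsets was 1.53. The dye normalization by the scanner software would leave no offset in the signals before it, but there the offset relative to genes was 1.33. The offset varied little between spike-ins, with an SD of 0.15, which is consistent with an even cause such as less mRNA in the labelled amount of the sponge IP RNA or more spike-in added to it. These cannot be separated here, and whether the sponge itself lowered the Ago2-bound mRNA was not tested. The ratios of genes are relative to the centre of all probes, so such an offset does not enter them.

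A difference in direction between the cell populations appeared for 11 named probes, whose IP/T was above 1 in both dye orientations of one cell population and below 1 in both of the other. The difference was not tested, as each group is 1 sample. Lower in miR-155-sp cells, by log2 change of IP/T, were SPRED2 (-1.82), LRRC20 (-1.53), PIBF1 (-1.37) and the probes A_24_P636451 (-1.77), A_32_P63562 (-1.33), A_24_P187094 (-1.44) and A_32_P207420 (-2.08), which matched no gene. Higher were CSPP1 (2.01), the ST486 list member CENPI (0.67) and the unmatched probes A_32_P50655 (2.39) and A_23_P332937 (2.17). Of these, CENPI was examined as a list member, A_24_P187094 and A_32_P207420 as probes higher in total RNA, and the others as candidate or mirror probes with the largest changes. All 11 were well above background in only 4 or 5 channels. Signals near background may account for them. Over all retained probes, 57 lay on opposite sides of 1 and at least 2-fold apart, and only 1 of these was well above background in all 8 channels. Disagreement between labellings of one RNA was tested by the crossed split of the 4 arrays, which mixes cell population and dye. Without the filter on agreement between labellings, the crossed split gave 197 such probes and the split by cell population 232. With the filter these were 24 and 57, but the filter itself limits how far the crossed split can part the arrays, so the counts without it were used. That excess is too small to tell a difference between the cell populations from noise of the labellings.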

How the results depend on the processing

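The following results were among those that kept their direction under every alternative run for them. The median change of IP/T of the ST486 list was a fall under all 14 alternatives, between -0.28 and -0.17, and below all 10000 random lists each time. Its median log2 IP/T in EV cells lay between 0.72 and 1.31, above all random lists in all 14. The 7 probes of the study genes whose fall exceeded the SD between dye orientations kept their sign in all 89 values. Part of this agreement was fixed in advance. The alternatives that only change a filter leave the value of a probe as it was. A fall larger than the SD between dye orientations also requires both orientations to have its sign. The change of the list's total signal lay between percentiles 5.04 and 41.1. Mirror probes outnumbered candidate probes under 11 of 13 alternatives, and under the other 2 there were none of either. Of 767 values over all alternatives, those that answer a comparison stayed within the tolerance in 141 cases and moved in 84. The tolerance was the SD between dye orientations for a log2 value and a factor of 1.5 for a count. The others, which are values of single probes, the median of all probes, the number of probes at an IP/T of 0.5 or less, the number of list genes retained and the list median in miR-155-sp cells, stayed within it in 439 cases and moved beyond it in the rest. The sign of a log2 value changed in 17 cases, all of single probes of AGO2, MIR155HG, PSIP1, TBRG1 (A_24_P21752) and TRIM32 (A_23_P112311, in miR-155-sp cells). In 16 of these the value in the main processing was itself within the SD between dye orientations.

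With a common median in place of quantile normalization, the list's change of IP/T was -0.17 and that of total signal -0.062, and 2 probes were higher in total RNA.

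With normexp, loess and Aquantile, 1323, 334 and 96 probes reached an IP/T of 2, 4 and 8 in EV cells and 1208, 307 and 90 in miR-155-sp cells. With normexp and quantile normalization alone, these were 1485, 399 and 107, and 1527, 411 and 106. Both gave 0 candidate and 0 mirror probes, 0 probes higher and 0 lower in total RNA, and 3 study gene probes with an IP/T of 2 in EV cells. The list's median log2 IP/T in EV cells was 0.79 and 0.72, its change -0.19 and -0.20, and with loess 15 members reached an IP/T of 2. The median log2 IP/T of all retained probes moved from -0.24 in EV cells to -0.015 and -0.084, respectively. Of the probes past 2-fold in EV cells, 53.4% had the higher signal in the IP fraction in the main processing, 78.4% with loess and 71.6% without. In miR-155-sp cells these shares were 52.6%, 80.1% and 72.0%. The offset of 50 exceeds the median signal above local background, which was between 5.5 and 6.0 in the Cy5 channels and between 27.0 and 34.0 in the Cy3 channels, so by construction it shrinks ratios of most probes.

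The authors' deposited values gave 6 candidate and 48 mirror probes, all of them among those counted here, 1 probe higher and 3 lower in total RNA and a list change of -0.28.

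Detection in all 8 channels left 1702, 617 and 202 probes at an IP/T of 2, 4 and 8 in EV cells, 1744, 619 and 213 in miR-155-sp cells, 1 candidate and 7 mirror probes, and 0 probes higher and 0 lower in total RNA. The list's changes were -0.28 (IP/T) and -0.0084 (total). Without a detection filter there were 74 candidate probes, 11 probes higher and 22 lower in total RNA, and list changes of -0.25 and -0.034. Fewer or more dim probes enter by construction.

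Without the filter on agreement between labellings there were 170 candidate and 268 mirror probes, 8 probes higher and 13 lower in total RNA, and a list change of -0.28. At 1.5-fold there were 4 candidate and 25 mirror probes, 1 probe higher in total RNA, and a list median of 1.30 in EV cells.

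Leaving out one replicate, that is using one labelling only, gave between 6 (Cy3) and 145 (Cy5) candidate probes, between 28 and 292 mirror probes, between 8 and 194 probes higher and between 16 and 273 lower in total RNA, list changes of IP/T between -0.28 and -0.20 and of total signal between -0.038 and -0.021. For total RNA, a probe then by construction no longer had to pass 2-fold in both labellings. The change of MIR155HG, 0.20 in the main processing, reversed to -0.027 with Cy3 only and was 0.43 with Cy5 only, and the cause was not tested.

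The arrays with IP RNA in Cy5 gave list changes of -0.28 and -0.038, and 8 probes higher and 16 lower in total RNA. Those with IP RNA in Cy3 gave 87 candidate and 213 mirror probes, a list median of 1.31 in EV cells, a list change of -0.28, and 194 probes higher and 273 lower in total RNA. With the mean over all retained probes of a gene, the list changes were -0.19 and -0.049. Where no cause is given, the cause was not tested.

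No paired analysis was possible because each group is 1 sample and the results come from no test. Lists matched on 3′UTR length and the sets with miRNA binding sites were not run, and a slide block was not run because all arrays lay on 1 slide. The Cy5 channels, whose median spot signal was between 1.19 and 1.21 times the local background against 2.69 to 3.16 times in Cy3, limit what can be said of dim probes.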

Other observations

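The tests for the ST486 list of a high starting ratio, of weaker pull-down, of total signal and of culture, the test of signals near background for candidate and mirror probes, the crossed split of the arrays with the excess over it that was taken as decisive, the test of Cy3 alone for their difference in number and that of neighbouring ZNF genes, and the comparison of TBRG1 with genes that have an enriched probe, were chosen after the results were seen.

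The fall of IP/T of the ST486 list in miR-155-sp cells was weighed against technical causes. A high ratio in EV cells drifts back on a second measurement, but the list was also below all random lists matched on EV IP/T (percentile 0.01). A pull-down weaker for bound than for other RNA would lower all bound transcripts. The other 2621 probes with an EV IP/T of at least 2, however, changed by a median of 0.013 relative to all probes. A lower yield of the whole pull-down could not show here, since quantile normalization sets it aside. Noise of dim probes would leave no fall among the 38 members well above background in all 8 channels, whose median change was -0.28. Dye bias would show in 1 orientation, but the smaller fall of the 2 orientations was -0.28. A rise of total signal in place of a loss of IP signal would need a higher total, and the total changed by -0.021. Another gene set also left the range of its random lists. The 300 ZNF probes described below rose by a median of 0.070 (percentile 99.98). Those well above background in all 8 channels (0.039, percentile 95.5) and those without a ZNF gene beside them (-0.014, percentile 37.9) stayed within it. A difference between the cultures or pull-downs that has nothing to do with the sponge cannot be told apart from an effect of the sponge, because there is 1 sample per group. The fall may reflect capture of miR-155 by the sponge, as a hypothesis that these 4 samples leave open.

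Candidate and mirror probes together numbered 108. Signals near background may explain most of them, since 8 of the 108 were well above background in all 8 channels. Noise of the labellings alone was tested by the crossed split of the 4 arrays (EV with IP in Cy5 and miR-155-sp with IP in Cy3 against the other 2 arrays). Without the filter on agreement between labellings, the crossed split gave 328 probes past the criterion in either direction against 438 for the split by cell population. With the filter, which itself limits the crossed split, these were 18 and 108. The split by dye orientation, which also holds dye bias, gave 1330 probes without the filter and 149 with it. Noise of the labellings may thus give part but not all of the 108, and how large a part is not settled. Among probes well above background in all 8 channels, again without that filter, the crossed split gave 2 probes and the split by cell population 9. With the filter, which also limits the crossed split, these were 0 and 8. The 8 were OOEP (candidate), TOPBP1, XIAP, RFX7, AEBP2 and 3 probes that matched no gene (mirror), named after their values were seen.

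Mirror probes outnumbered candidate probes, by 82 to 26. A wider spread of IP/T in miR-155-sp cells (SD of log2 IP/T over probes 1.13 against 1.10) would remove the difference when scaled away, but scaling left 65 mirror and 29 candidate probes. Dimmer Cy5 signal on the miR-155-sp arrays would spare Cy3, but the Cy3 labellings alone gave 28 mirror and 6 candidate probes. Most of these were other probes. Of the 82 mirror and 26 candidate probes, 15 and 2 recurred with Cy3 alone, against 79 and 25 with Cy5 alone. The excess of mirror probes was thus not confined to Cy5, but a Cy5 origin of most of the 82 and 26 stays open. The median log2 change of total signal was -0.89 for mirror probes and 0.74 for candidate probes. That of IP signal was 0.40 and -0.50. The probes were selected on the change of IP/T, which favours such signs, so these medians do not explain the difference in number. A difference between the sponge and control cells, or between 2 cultures, stays open and was not tested.

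Genes named ZNF with a number, which encode zinc finger proteins, had a high IP/T in EV cells. Over 300 probes of 236 genes the median log2 IP/T was 0.42, above all random lists matched on signal (95% between -0.36 and -0.11), and 110 probes (36.7%) had an IP/T of at least 2. The median stayed above 0 and above all random lists under the 13 alternatives run for it, with 0.36 under a common median and 0.16 under normexp with loess. Without the detection filter or the filter on agreement between labellings, the list held the same 300 probes. Its median of 0.42 could not move there. Noise of dim probes would leave no enrichment among probes well above background in all 8 channels, but their median was 0.21, lower than over all 300 and above all random lists. Cross-hybridization between neighbouring ZNF genes would leave those with no ZNF gene beside them unenriched, but the median of these 118 probes was 0.28, against 0.49 for the 182 probes of ZNF genes with such a neighbour. Cross-hybridization to similar genes elsewhere was not tested, and no biological explanation was tested.

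The TBRG1 probes differed 6.64-fold in IP/T in EV cells. Usual disagreement between probes would make such a range common. Among 2765 genes with more than 1 retained probe 22 (0.796%) had one as wide, and the median range was 0.34 on the log2 scale. Most of these genes had no enriched probe. Among the 616 with a probe at an IP/T of at least 2, 21 (3.41%) had a range as wide as TBRG1, and 68 had another probe below 1, as TBRG1 has. Usual disagreement therefore stays open for this gene. Per the study, an array probe of this gene detects only the NIAM transcript, which holds a miR-155 site. Another detects NIAM together with a non-coding transcript that lacks the site. In ST486 cells the study found only the NIAM probe enriched. The probe enriched here, A_23_P98463, is the member of the ST486 list. A difference in the transcripts detected is thus a candidate explanation, and it was not tested here.

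The share of candidate probes was 0.983% of the 2645 probes with an IP/T of at least 2 in EV cells. That is higher than the value quoted from the study above. The number of probes behind the quoted share was not used here, and both shares need not have the same denominator. The authors' deposited values gave 6 candidate probes. That is lower than the number quoted from the study above.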
